A study of Arabidopsis thaliana with 30 samples.

How the data were processed

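The table analysed holds the read counts per gene that the authors deposited for 30 libraries of sorted root cells, as counts of reads without normalization, with 1 column per library. According to the submitters' notes, cDNA was made with an ultra low input kit that amplifies full-length transcripts, libraries with a ThruPLEX kit, and reads were handled with CASAVA 1.4, checked with FastQC 0.11.9 and MultiQC 1.7, aligned with STAR 2.5.3a and counted with HTSeq 1.99.2; DESeq2 is named without a version. The genome build, the annotation and the strand setting are not given in the sources used here. Values were whole numbers for 32833 genes, followed by 5 lines of HTSeq totals for reads not assigned to a gene, which were left out and made up 4.99% to 12.5% of a library. Gene names came from the RefSeq gene table of TAIR10.1, which held 32548 of the identifiers; the other 285 were plastid or mitochondrial genes. Counts per gene allow no test of alternative splicing, which was not analysed here.

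Cell type, phosphate level and replicate number were taken from the labels. The labels do not say whether replicates came from separate cultures, so the p-values measure only the spread between these samples. Reads per library and genes detected are given with the results; amplified reads are not independent molecules, so floors cover counting error only. A gene with no reads in a group was set to a floor of 3 counts over the group.

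Counts were tested in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr (24866 genes), libraries were scaled by TMM, and 1 mean per group was fitted to all 30 libraries, which leaves 20 residual degrees of freedom. LPi was compared with HPi in each cell type by the robust quasi-likelihood F test, which is 2-sided, and p-values were adjusted by Benjamini-Hochberg, with calls at an adjusted p under 0.05. The common BCV was 0.749. The same fit gave a joint F test of whether the response differs between the 5 cell types, the response of each cell type against the mean of the other 4, the genes called in the same direction in all 5, and each cell type at HPi against the mean of the other 4. The standard error of a log2 change was its size divided by the square root of F. Log2 CPM used a prior count of 1.

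There were 16 gene lists, each tested in each cell type by camera in limma 3.58.1 with a preset correlation of 0.01 between genes, adjusted over the 80 tests. An estimated correlation and fry were used beside it, and members were also adjusted over the list alone. Over the 80 tests the estimated correlation was 0.0190 to 0.469, so the preset was below it in each. Lists of markers of 9 kinds of root cells were tested the same way. These tests, lists and alternatives, and the rule for naming genes, were fixed before the data were examined. The rule named up to 5 genes that rose and 5 that fell in a cell type with the largest log2 change among calls, with a mean log2 CPM of 2 or more and no overlap between LPi and HPi libraries, and from each list up to 4 members with the smallest p.

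Whether replicate numbers pair the libraries was checked from the correlation, across genes, of the deviations of same-numbered HPi and LPi libraries from their group means. All 3 pairs were above 0.1 in the epidermis (0.366 to 0.764) and in the stele (0.305 to 0.416). Both cell types were taken as paired by the data alone, since the labels give no shared batch. Not all pairs were above 0.1 in the cortex (-0.487 to -0.0903), pericycle (-0.0288 to 0.248) or lateral root cap (0.0282 to 0.0486). The pairing is uncertain. In the stele, replicates 2 and 3 did not correlate best with their own number. In the epidermis, the nearly identical replicate 3 libraries enter both group means.

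The alternatives were RLE size factors, no filter, a filter of 5 CPM in at least 3 libraries, DESeq2 1.42.0, limma voom with sample weights, the replicate number as a block, each cell type fitted alone, a minimum log2 change of 1, no plastid or mitochondrial genes, and leaving out each library in turn. Added after the data were seen were fits without the 3 libraries with the fewest reads and without the 2 nearly identical epidermis libraries. The WER::GFP and SHR::GFP lines were compared with the 3 J lines for genes under 1 CPM in one set and above 5 CPM in the other. For any of the 10 ways to split the lines 0 genes were found. The rule had to hold in every library, across cell types and depths, so this does not show a shared background. The workflow was tested on simulated data with planted changes, at the depths and gene dispersions of these libraries. Counts were drawn independently, with no library standing apart, mixed or linked to another, so neither the recovery nor the false calls need carry over to these libraries. The edgeR test found 0 to 1 of 67 genes changed by a factor of 2, 5 to 9 of 67 by 4 and 13 to 22 of 66 by 8 in a cell type, with 0 to 2 false calls; DESeq2 made 16 to 39 false calls and limma voom 1 to 8.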

Results

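RNA was sequenced from root cells of Arabidopsis thaliana seedlings raised for 6 days at 22 °C, either with high phosphate (HPi) or with low phosphate (LPi), in a device that keeps roots shaded from light. The treatment protocol gives LPi as 5 µM phosphate. The label of each LPi sample describes a medium lacking phosphate, so the level is uncertain. Cells carrying a fluorescent reporter were collected by flow cytometry from 5 lines, each labelled as 1 cell type. These were WER::GFP for the epidermis, J0571 for the cortex, J0661 for the pericycle, SHR::GFP for the stele and J3411 for the lateral root cap. Each cell type had 3 libraries at HPi and 3 at LPi, which made 30 libraries in 10 groups. Reads assigned to genes ranged from 427064 in stele LPi replicate 1 to 122076663 in pericycle HPi replicate 2, with a median of 16836088.5. In units of 1e6 reads, the epidermis libraries held 6.02, 12.8 and 40.3 at HPi and 15.5, 8.03 and 12.7 at LPi. The cortex libraries held 62.2, 6.67 and 27.9 at HPi and 13.9, 17.8 and 11.4 at LPi. The pericycle libraries held 36.4, 122 and 26.1 at HPi and 23.9, 19.6 and 1.86 at LPi. The stele libraries held 1.098, 43.4 and 20.8 at HPi and 0.427, 39.6 and 58.99 at LPi. The lateral root cap libraries held 4.43, 15.8 and 23.9 at HPi and 23.8, 5.23 and 9.10 at LPi. Between 16455 and 29409 genes had at least 1 read in a library. All expression levels are TMM-scaled CPM (counts per 1e6 reads), given as the mean ± SD of n = 3 libraries, and log2 changes are LPi minus HPi with their standard error (SE).

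The first question was whether each sort held the cell type its label names, tested at HPi for each cell type against the mean of the other 4. In the stele sort the xylem enzyme gene XCP2 stood at 1298 ± 345 CPM, a log2 difference of 6.87 (SE 0.88, adjusted p = 1.11e-05), and all 7 xylem markers tested were higher. The xylem list passed with the preset correlation (adjusted p = 3.23e-15) and gave adjusted p = 0.0265 with an estimated correlation. The pericycle sort held the lateral root founder gene GATA23 at 11.7 ± 1.91 CPM and the phloem sucrose transporter gene SUC2 at 254 ± 68.4 CPM, which was 3.85 log2 units (SE 0.43) above the other cell types. The pericycle list did not pass in its own sort (adjusted p = 0.458, and 0.604 with an estimated correlation). Fry, which does not compare a list with the other genes, gave adjusted p = 0.0290. Of its 7 markers 2, GATA23 and PHO1, were higher. Summed over the 7, pericycle HPi libraries held 359 to 684 CPM, below the 1008 to 1644 CPM of the epidermis and the 752 to 1019 CPM of the stele, most of it from TIP2;3. In the epidermis sort WER, the gene whose promoter drives the reporter, was at 14.9 ± 3.69 CPM, a log2 difference of 6.16 (SE 0.95, adjusted p = 2.42e-05), and 6 of the 8 epidermis markers were higher. Root cap markers were higher in that sort as well: SMB stood at 24.6 ± 8.55 CPM there and at 8.27 ± 3.94 CPM in the lateral root cap sort, and BFN1 at 795 ± 136 and 869 ± 585 CPM.

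The sort labelled cortex carried endodermis transcripts. CASP1, which builds the Casparian strip of the endodermis, stood at 5088 ± 2282 CPM in it, 6.96 log2 units (SE 0.99) above the other cell types (adjusted p = 3.58e-05), and 9 of the 12 endodermis markers were higher. The endodermis list passed with the preset correlation (adjusted p = 1.69e-11), with adjusted p = 0.0875 with an estimated correlation. The list of 4 cortex markers did not pass in that sort (adjusted p = 0.0940); of its genes JKD was higher, at 35.3 ± 10.3 CPM, while AT1G09750 stood at 2.31 ± 2.30 CPM. SHR, whose promoter drives the stele reporter, was at 14.9 ± 4.83 CPM in the stele and at 33.1 ± 2.24 CPM in the cortex sort.

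With the preset correlation the epidermis list also passed in the epidermis and lateral root cap sorts (adjusted p = 0.00362 and 0.0246), and the root cap list in both (3.68e-06 and 0.0265). The procambium list passed in the stele and pericycle sorts (adjusted p = 0.0144 and 0.0167), and the phloem list in the pericycle (0.0265). With an estimated correlation these gave adjusted p = 0.401, 0.469, 0.185, 0.469, 0.401, 0.401 and 0.401. The list of quiescent centre genes was nearest to passing in the epidermis sort (adjusted p = 0.0629) and the pericycle list in the cortex sort, where it was lower (0.177). Neither passed in any sort with the preset correlation. At adjusted p under 0.05, edgeR's quasi-likelihood test called 4420 genes for the epidermis, 2831 for the cortex, 5061 for the pericycle, 4411 for the stele and 5948 for the lateral root cap. Single libraries moved these counts: for the cortex it was 1534 without cortex HPi replicate 1 and 1489 without replicate 3. For the pericycle it was 2930 without pericycle HPi replicate 2 and 3003 without replicate 3, and for the stele 2355 and 2598 without stele HPi replicates 2 and 3. Each cell type came from its own line, so a difference between cell types cannot be told apart from one between lines.

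**Figure D1:**
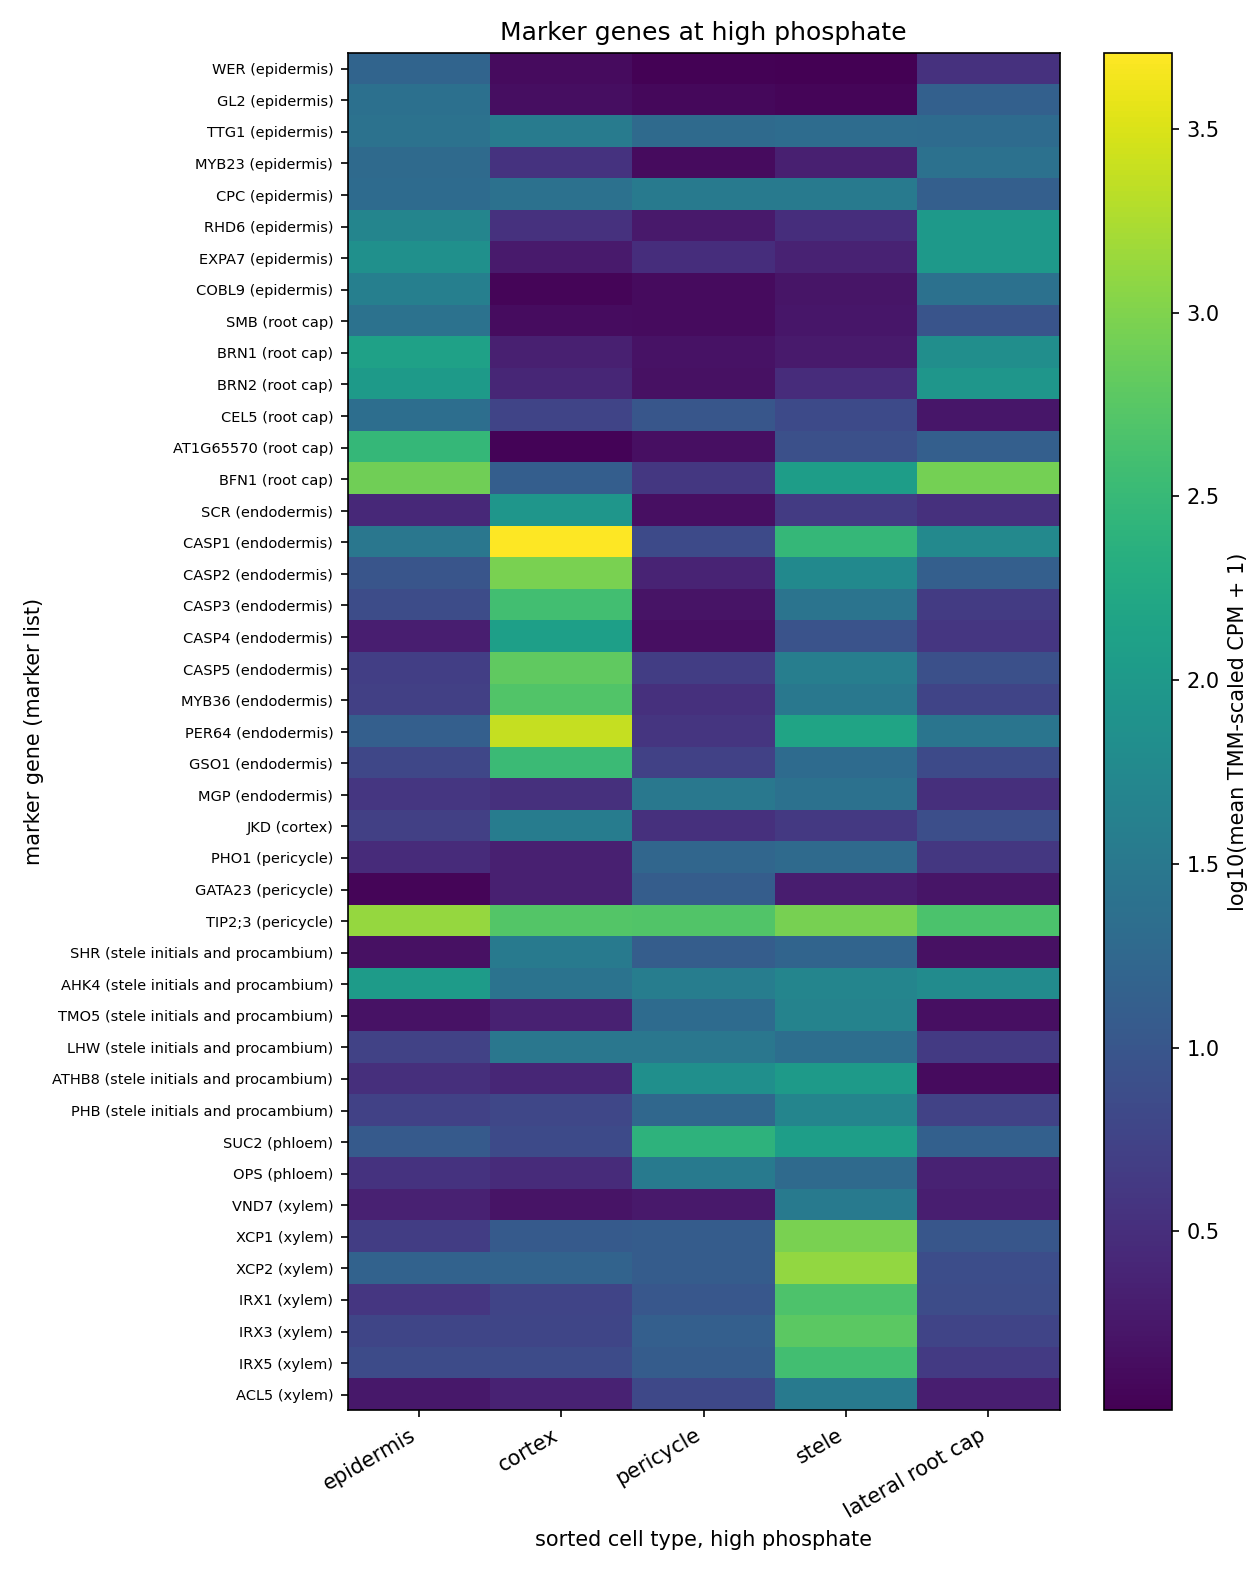
Mean TMM-scaled CPM of marker genes in the HPi libraries of each sorted cell type, as log10 of the mean plus 1 (colour, n = 3 libraries), with 1 line of the grid per gene and its marker list in parentheses. Xylem genes stand out in the stele sort, endodermis genes such as CASP1 (5088 CPM) in the cortex sort, and root cap genes such as BFN1 in both the epidermis (795 CPM) and lateral root cap (869 CPM) sorts.

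The comparison of LPi with HPi in each cell type asked which genes respond to phosphate shortage there. In the epidermis edgeR called 0 genes, with 243 at an unadjusted p under 0.05, while DESeq2 called 2 and limma voom 0. On simulated data at these depths edgeR found 5 of 67 genes changed by a factor of 4, so most changes of that size would be missed. Recovery was higher for genes with a mean log2 CPM of 5 or more. Of these edgeR found 4 of 14 changed by a factor of 4 and 7 of 8 changed by 8. That level was a mean over all libraries, not over the epidermis alone. The simulated libraries were independent, unlike the nearly identical epidermis pair described below, so this recovery need not carry over. Among the 20 systemic phosphate starvation genes, which carry out phosphate uptake, signalling and recycling throughout the plant, 17 had higher means at LPi, with a median log2 change of 0.39, and none passed adjusted over the list alone. The phosphate transporter gene PHT1;2 stood at 12.4 ± 5.46 CPM at HPi and 40.5 ± 18.5 CPM at LPi, a log2 change of 1.71 (SE 1.31), and the noncoding RNA AT4 at 116 ± 43.7 and 141 CPM. The list of splicing factors was lower at LPi, with 26 of its 36 members lower and a median log2 change of -0.08, and passed with the preset correlation (adjusted p = 0.0106) but had adjusted p = 0.932 with an estimated correlation. Its members differed little: RSZ22 stood at 22.5 ± 3.65 and 17.0 ± 0.931 CPM, and SKIP at 264 ± 28.7 and 211 ± 21.9 CPM.

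Of 24866 epidermis genes tested, chance gives 1243.3 at that unadjusted p. The epidermis libraries HPi replicate 3 and LPi replicate 3 were nearly identical, with a biological coefficient of variation (BCV) of 0.0437 between them, against 0.190 for the closest of the 74 other pairs of one cell type. The splicing factor call ended without epidermis HPi replicate 2 (adjusted p = 0.158) and without epidermis LPi replicate 2 (0.140), and under the stricter filter (0.211).

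**Figure D2:**
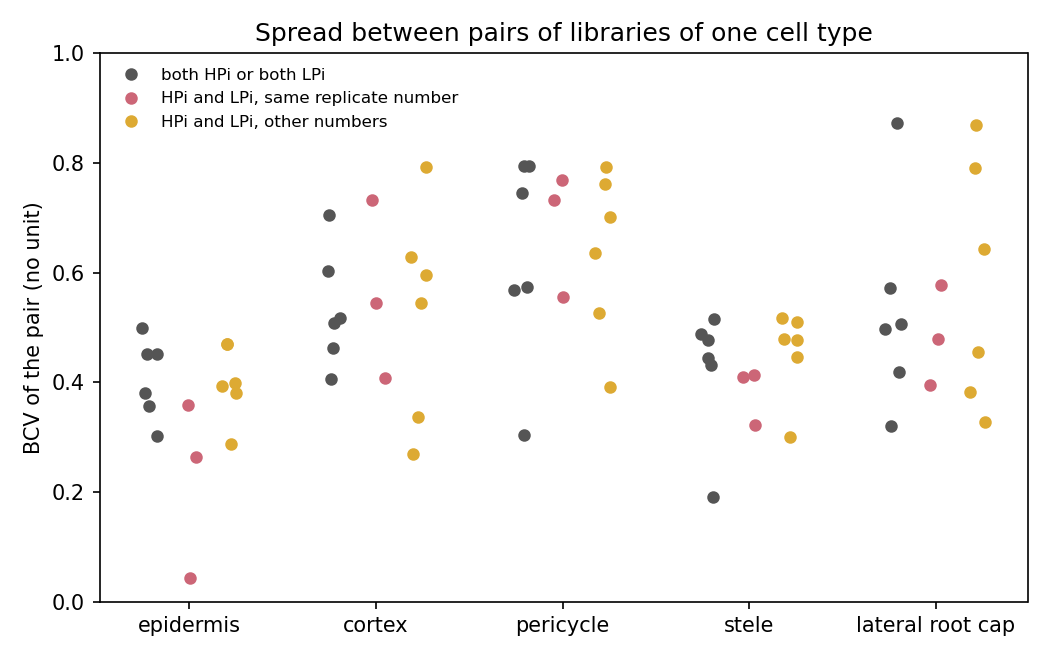
BCV, a unitless measure of spread, of each pair of libraries of one cell type (points), for pairs of one phosphate level and for HPi and LPi pairs with the same or another replicate number. The epidermis pair with replicate number 3 lies at 0.0437, below all other pairs, of which the closest is at 0.190.

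In the cortex sort 2 members of the systemic list rose, adjusted over the list alone. AT4 (AT5G03545), a noncoding RNA that sequesters the microRNA miR399, rose from 192 ± 8.88 to 451 ± 75.8 CPM, a log2 change of 1.23 (SE 0.34, adjusted over the list alone, adjusted p = 0.0107, higher in 3 of 3 LPi libraries). G3PP1 (AT3G47420), a glycerol-3-phosphate permease gene, rose from 20.4 ± 6.16 to 52.1 ± 25.7 CPM, a log2 change of 1.35 (SE 0.37, adjusted p = 0.0107, adjusted over the list alone). The other 18 members did not pass, among them the AT4 relative IPS1 at 1.31 ± 0.834 and 8.03 ± 3.48 CPM. Neither AT4 nor G3PP1 passed over all genes (adjusted p = 1 for both).

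Among cortex gene groups, 8 of 9 root hair genes had higher means at LPi (median log2 change 1.37) and so had 22 of 29 cell cycle genes (0.74). Both lists passed with the preset correlation (adjusted p = 0.0106 for each) and neither did otherwise (adjusted p = 0.932 with an estimated correlation for each). Means were under 5 CPM at both HPi and LPi for 8 of the 9 root hair genes and 25 of the 29 cell cycle genes: RSL4 stood at 0.465 ± 0.373 and 1.69 ± 0.604 CPM and CYCD3;1 at 0.218 ± 0.182 and 1.83 ± 1.21 CPM, while CPC, a repressor of the non-hair fate, was at 23.9 ± 4.27 and 38.5 ± 9.26 CPM. Summed epidermis markers in the cortex sort also stood higher at LPi, at 74.3 to 82.2 CPM against 57.0 to 72.1 CPM, although their list did not pass (adjusted p = 0.223). Summed pericycle markers stood lower, at 287 to 317 CPM against 440.3 to 601 CPM (list adjusted p = 0.606). The glycerophosphodiester phosphodiesterase gene GDPD1 (27.8 ± 5.53 and 13.4 ± 4.89 CPM) and the regulator AT1G68670 (42.4 ± 1.23 and 22.1 ± 11.2 CPM) had lower means at LPi and did not pass. Of 24866 genes edgeR called 0, with 1221 at an unadjusted p under 0.05, and DESeq2 called 23 and limma voom 2. Without cortex HPi replicate 2 edgeR called 9. The root hair call ended without cortex HPi replicate 1 (adjusted p = 0.221), LPi replicate 1 (0.0915) or LPi replicate 3 (0.121), and the cell cycle call without HPi replicate 3 (0.808), LPi replicate 1 (0.316) or LPi replicate 3 (0.0700), under the stricter filter (0.0654) and without the 3 libraries with the fewest reads (0.0757), none of which is a cortex library.

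In the pericycle AT4 rose 4.34-fold, from 39.2 ± 15.7 to 169.9 ± 48.4 CPM, a log2 change of 2.12 (SE 0.35, adjusted p = 0.0324), and it was the 1 gene called of 24866. Its LPi libraries stood at 126, 221 and 163 CPM, above all HPi libraries at 21.1, 49.97 and 46.4 CPM. On the TAIR10.1 assembly it lies on chromosome 5, from 894582 to 895517, where the annotation lists a protein-coding gene. The systemic list rose as a group, with 15 of 20 members higher and a median log2 change of 1.06 (adjusted p = 0.000250), although adjusted p = 0.371 with an estimated correlation. Adjusted over the list alone, 5 members rose and 1 fell: beside AT4, G3PP1 rose from 9.26 ± 2.9996 to 23.0 ± 10.3 CPM (log2 change 1.35, SE 0.37) and the phosphate transporter gene PHT1;4 from 5.69 ± 4.14 to 18.2 ± 9.23 CPM.

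The phosphate sensor gene SPX1 passed over the list too, from 54.5 ± 6.46 to 331 ± 486 CPM, but 1 library made its difference: LPi replicate 3 stood at 892 CPM and the other LPi libraries at 64.3 and 36.9. Without that library its log2 change went from 2.59 to 0.03. Outside the naming rule and chosen after their values were seen, IPS1 rose from 1.26 ± 1.19 to 7.41 ± 8.11 CPM and the vacuolar phosphate transporter gene AT1G63010 fell by 0.77 on the log2 scale (SE 0.27), from 402 ± 52.3 to 236 ± 51.9 CPM. From other lists, adjusted over the list alone, the galactolipid synthase gene DGD1 rose from 40.2 ± 10.01 to 187 ± 256 CPM, PDR2 from 111 ± 27.8 to 360.2 ± 437 CPM, the nitrate reductase gene NIA2 from 334 ± 76.3 to 1007 ± 915 CPM and the cyclin gene CYCB2;3 from 4.83 ± 2.98 to 47.9 ± 70.3 CPM. Pericycle LPi replicate 3 held 482 CPM of DGD1, 865 of PDR2, 2062 of NIA2 and 129 of CYCB2;3; without it the log2 changes were 0.10, 0.13, 0.68 and 0.77, against 2.19, 1.69, 1.59 and 3.26 with it. The auxin response factor gene ARF19 was at 1397 CPM in that library and at 29.8 and 79.9 CPM in the other LPi libraries.

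Pericycle LPi replicate 3, with 1863306 reads, had a mean correlation of 0.677 with the other pericycle libraries, against 0.857 to 0.897 for the others; these correlations are across genes, which are not independent replicates. The median log2 change of all genes was -0.26 with TMM scaling and 0.02 with RLE size factors. With edgeR, 3063 genes had an unadjusted p under 0.05, where chance gives 1243.3; DESeq2 called 1498 genes and limma voom 1, while edgeR called 889 with RLE size factors and 164 under the stricter filter. AT4 stayed called without any LPi library or without the shallow libraries, and its call ended without HPi replicate 1 (adjusted p = 0.390), HPi replicate 2 (0.108) or HPi replicate 3 (0.211), and with the pericycle libraries fitted alone (0.759). The edgeR count was 1185 without LPi replicate 1, 1197 without LPi replicate 2, 3 without LPi replicate 3, and 0 without any one of the HPi libraries.

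**Figure D3:**
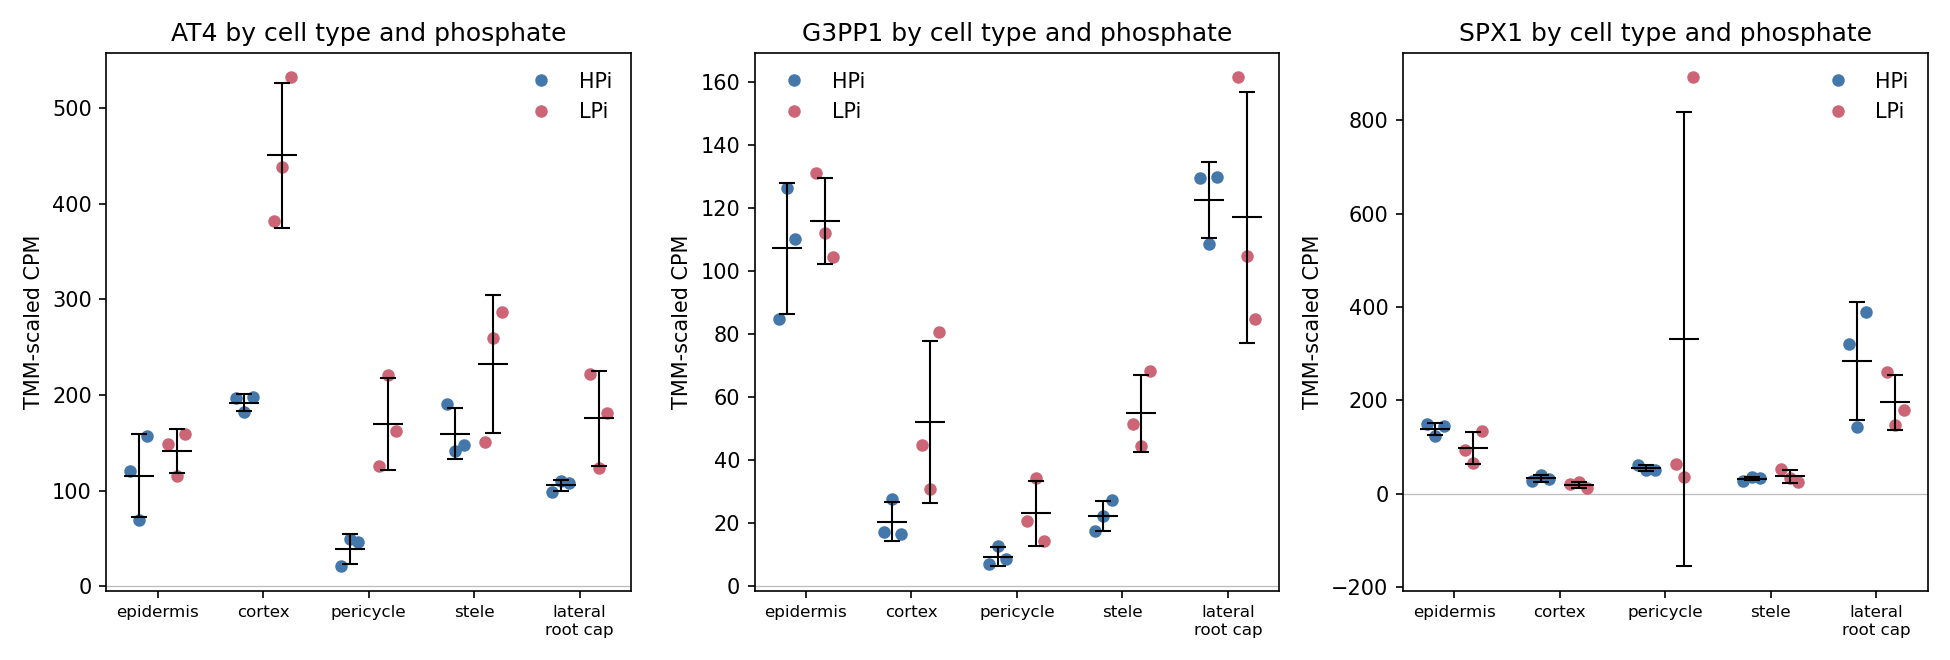
TMM-scaled CPM of AT4, G3PP1 and SPX1 in each library (points), by cell type at HPi and LPi, with the mean and SD of n = 3 libraries (black); an SD larger than its mean reaches below 0. AT4 in the pericycle lies between 126 and 221 CPM at LPi and between 21.1 and 49.97 CPM at HPi, and SPX1 in the pericycle reaches 892 CPM in LPi replicate 3.

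In the stele 3 genes rose, adjusted over their lists alone. G3PP1 rose from 22.2 ± 4.84 to 54.8 ± 12.2 CPM, a log2 change of 1.29 (SE 0.37, adjusted p = 0.0339, adjusted over the list alone), and 2 regulators did: the transcription factor genes WRKY45, from 2.96 ± 0.389 to 9.64 ± 6.08 CPM, and ZAT6, from 67.3 ± 27.2 to 133 ± 44.2 CPM. As a group, 13 of the 14 regulators of phosphate signalling were higher, with a median log2 change of 0.56 (adjusted p = 0.000250 with the preset correlation, adjusted p = 0.251 with an estimated correlation). The phosphatases and nucleases (11 of 13 higher, median 0.79), the systemic genes (15 of 20 higher, 0.42) and the membrane lipid genes (10 of 16 higher, 0.24) passed as groups with adjusted p = 0.0106, 0.0132 and 0.0421. Each of these 3 had adjusted p = 0.650 with an estimated correlation.

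Stele members that did not pass included NPC4, a phospholipase C gene, at 6.70 ± 0.793 and 21.2 ± 7.12 CPM, PLDP2 at 49.8 ± 13.9 and 108 ± 48.0 CPM, and the acid phosphatase gene PAP17 at 42.8 ± 4.04 and 74.0 ± 24.1 CPM. The auxin receptor gene AFB3 (19.6 ± 4.02 and 7.07 ± 3.78 CPM) and the nitrite reductase gene NIR1 (34.4 ± 8.64 and 16.9 ± 2.01 CPM) were lower at LPi without passing. The sulfolipid synthase gene SQD2 stood at 465 CPM in stele LPi replicate 1 and at 16.0 and 26.2 CPM in the other LPi libraries. That library, with 427064 reads, held epidermis genes at a median of 15.6% of their epidermis level, against 0.0936% to 2.24% in the other stele libraries. These genes were ranked against the cortex, pericycle and stele sorts, without the lateral root cap. Stele HPi replicate 1 held endodermis markers at 17.1% of their level in the cortex sort, against 3.56% in LPi replicate 1 and at most 0.839% in the other 4. Endodermis markers as a list were lower at LPi in the stele (adjusted p = 0.00296 with the preset correlation, adjusted p = 0.999 with an estimated correlation).

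Of 24866 genes edgeR called 0 in the stele, with 758 at an unadjusted p under 0.05; DESeq2 called 29 and limma voom 77. Without stele HPi replicate 1 edgeR called 1. Without stele LPi replicate 1 all 4 list calls ended, with adjusted p = 0.246 for the regulators, 0.237 for the phosphatases, 0.422 for the systemic genes and 0.564 for the membrane lipid genes. The last 3 also ended without stele HPi replicate 2 (adjusted p = 0.1803 for each), the phosphatases and membrane lipid genes without LPi replicate 3 (0.151 and 0.0879), and the membrane lipid genes without either of the other HPi libraries. The membrane lipid call ended in 11 of the 30 fits that left out a library, 6 of them libraries of other cell types, and also with no filter (adjusted p = 0.0586), the stricter filter (0.106) and without the 2 near-identical epidermis libraries (0.0504). The phosphatases call also ended under the stricter filter (adjusted p = 0.0654). Without the 3 libraries with the fewest reads all 4 ended (0.192 for the regulators and systemic genes, 0.0796 for the phosphatases and 0.741 for the membrane lipid genes).

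In the lateral root cap 4 genes rose and 2 fell, all at low levels, below the level set for naming genes, and named here after their values were seen. PMR6 (AT3G54920), a pectate lyase-like gene, rose from 0.165 ± 0.0668 to 6.88 ± 3.98 CPM, a log2 change of 5.53 (SE 0.81, adjusted p = 0.00418). AT5G65900 rose from 0.222 ± 0.204 to 3.75 ± 1.74 CPM (log2 change 4.47, SE 0.82, adjusted p = 0.0371) and AT3G02510 from 0.169 ± 0.252 to 1.695 ± 0.900 CPM (4.31, SE 0.78, 0.0346). AT4G28650 had no reads in the 3 HPi libraries and stood at 1.31 ± 0.639 CPM at LPi, at least 18.2-fold higher than a floor of 3 counts over the group (adjusted p = 0.0346). SSL3 fell from 2.71 ± 0.755 to 0.0775 ± 0.134 CPM (log2 change -5.23, SE 0.93, adjusted p = 0.0346), and AT5G18700 from 4.03 ± 3.44 to 0.126 ± 0.118 CPM (-4.72, SE 0.89, 0.0492). For each of the 6 all 3 LPi libraries lay on one side of the HPi libraries.

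No gene list passed in the lateral root cap. Of the systemic genes 8 were higher and 12 lower at LPi, with AT4 at 106 ± 5.76 and 175 ± 49.4 CPM (log2 change 0.73, SE 0.34) and PHT1;4 at 236 ± 104 and 128 ± 27.4 CPM. The membrane lipid gene NPC4 stood at 56.7 ± 25.1 and 116 ± 23.5 CPM, the heat shock gene HSP70 at 376 ± 282 and 755 ± 8.35 CPM, and the splicing factor gene RSZ22 at 15.3 ± 1.96 and 24.1 ± 5.20 CPM. With edgeR 1679 genes had an unadjusted p under 0.05; DESeq2 called 158 genes and limma voom 0. The edgeR count was 112 without HPi replicate 1, 3 without HPi replicate 2, 0 without HPi replicate 3, 1 without LPi replicate 1, 9 without LPi replicate 2 and 5 without LPi replicate 3, and 0 with these libraries fitted alone.

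The next question was whether the response differs between cell types. The gene nearest to differing in the joint test was PMR6, with a log2 change of 5.53 in the lateral root cap and between -0.54 and 0.50 in the other 4 cell types, and it did not pass (adjusted p = 0.310). Taken against the mean of the other 4, the lateral root cap response of PMR6 was 5.56 log2 units larger (SE 0.85, adjusted p = 0.00959), the 1 gene called in the 5 such tests. That call ended without lateral root cap HPi replicate 2 (adjusted p = 0.0716), HPi replicate 3 (0.214) or LPi replicate 1 (0.0678). The joint test by edgeR called 0 of 24866 genes, with 1334 at an unadjusted p under 0.05 where chance gives 1243.3, and DESeq2 called 42 and limma voom 56. The regulators of phosphate signalling were higher in the stele response than in the mean of the other 4 (adjusted p = 0.000698 with the preset correlation, adjusted p = 0.281 with an estimated correlation). This ended without stele LPi replicate 1 (adjusted p = 0.259), the library with epidermis transcripts, and without the 3 libraries with the fewest reads (0.119).

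The last question was which genes respond alike in all 5 cell types. AT4 had a higher mean at LPi in each, with log2 changes of 0.29 (SE 0.33) in the epidermis, 1.23 in the cortex, 2.12 in the pericycle, 0.55 (SE 0.34) in the stele and 0.73 in the lateral root cap. G3PP1 was higher in 4, at 0.11 in the epidermis, and -0.07 in the lateral root cap. By edgeR 0 genes passed in all 5 and 0 had an unadjusted p under 0.05 in all 5; at that unadjusted level 6 genes were higher and 4 lower in 3 cell types and 0 in 4. No gene was called in more than 1 cell type, and DESeq2 and limma voom also left 0 in all 5. Of the 16 gene lists, 9 passed in no cell type with all 30 libraries and the planned settings, although 5 of these passed under some alternative. In the stele, where replicate numbers were taken as pairing the libraries, iron storage was lower with the replicate number as a block (adjusted p = 0.0335). With an estimated correlation it had adjusted p = 0.352. Without the block the smallest adjusted p were 0.0659 for iron storage in the stele, where all 6 members were lower, 0.123 for sulfate transport in the stele, 0.137 for wounding and stress in the cortex, 0.181 for flavonoid synthesis in the epidermis and 0.199 for auxin transport in the cortex and nitrate assimilation in the pericycle. For auxin signalling, local phosphate sensing and iron deficiency they were 0.553, 0.667 and 0.667. Of the 80 tests 8 passed with the preset correlation, 0 with an estimated correlation and 0 with fry's directional test.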

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

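The tests of the epidermis pair, of the starting molecules in pericycle LPi replicate 3, and of epidermis RNA and the low phosphate response in stele LPi replicate 1, the left-out libraries for PMR6 and the regulators, the choice of genes against 1 HPi library in the pericycle, and the splits of all libraries that part pairs were chosen after the result they measure was seen; the others here were chosen before.

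PMR6 stood apart because its response in the lateral root cap exceeded the mean response of the other 4 cell types by 5.56 log2 units (SE 0.85, adjusted p = 0.00959), with a level of 0.165 CPM at HPi and 6.88 CPM at LPi, higher in 3 of 3 LPi libraries. Its call ended in 3 of the 30 fits that left out a library (adjusted p = 0.00167 to 0.214), all of the lateral root cap, and no explanation was tested for it. The regulators of phosphate signalling stood apart because their response in the stele was above that of the other 4 cell types, with adjusted p = 0.000698 with the preset correlation and adjusted p = 0.281 with an estimated correlation. That difference ended without stele LPi replicate 1 (adjusted p = 0.259, range over left-out libraries 1.52e-06 to 0.259). That library held epidermis genes at 15.6% of their epidermis level, and at HPi this list was higher in the epidermis and lateral root cap (adjusted p = 0.0419 and 0.000966) and lower in the stele (2.90e-05), with adjusted p = 0.298, 0.126 and 0.0818 with an estimated correlation, so RNA from those cells may account for it.

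The closest pair of libraries carried different labels: epidermis HPi replicate 3 and epidermis LPi replicate 3 had a correlation of 0.995 across genes, which are not independent replicates, and a BCV of 0.0437. Shared batches marked by the replicate numbers in every cell type are argued against by the other 14 same-numbered pairs, whose lowest BCV was 0.263. A lack of response in the epidermis does not account for it either, since the pair's BCV was 0.145 of the lowest BCV within an epidermis group. One cDNA behind both labels is a candidate explanation, because low-abundance genes, which scatter between separate low-input libraries, had a BCV of 0.129 in this pair and of at least 0.402 in any other pair of one cell type; one library read 2 times would leave a chi-square per degree of freedom near 1, and the pair had 3.36 (at least 15.5 in the others). Which label would be right is not known, and the epidermis count stayed at 0 without the pair.

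Pericycle LPi replicate 3 stood apart from the other pericycle libraries, with 1753 of 11880 genes at least 4-fold above them and 758 at least 4-fold below, and the counts of 2 alternatives depended on it: 889 with it and 4 without it with RLE size factors, and 1498 and 63 with DESeq2. Few reads are argued against, because the other libraries thinned to its reads still correlated at a median of 0.924 across genes; a low phosphate response seen first in this library is argued against too, because the genes at least 4-fold above in it changed by a median log2 of -0.25 in the other LPi libraries, against -0.22 over all genes, and genes chosen against 1 HPi library and measured against the other 2 gave -0.36, -0.15 and -0.21, against -0.32, -0.13 and -0.20 over all genes. Transcript length bias stays open. Long genes were lower than short ones by a log2 of -0.45, between the bounds of 0.3 and 1 set for it. RNA of another sorted cell type stays open too. Epidermis genes, ranked here against all 4 other sorts, stood at 10.4% of their epidermis level, between bounds of 5% and 20%. A bound of 5%, used after the fact for stele LPi replicate 1, would have been met. That bound was applied to genes ranked without the lateral root cap, so the values are not alike. Few starting molecules, added once those tests had not decided, stay open as well: at equal reads its detected genes differed by -3.10% from the median of the others, within the 5% set as arguing against this, but its 17650 lay below all the others (17769 to 19775), a condition added to the bound.

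Stele LPi replicate 1 held 50 epidermis genes, ranked against the cortex, pericycle and stele sorts only, at a median of 15.6% of their epidermis level. One of them, BGLU34, stood at 2468 CPM against 21.1 CPM in stele LPi replicate 2. All 4 list calls in the stele ended without stele LPi replicate 1 (adjusted p = 0.237 to 0.564). Few reads are argued against. Thinned to the same reads, stele LPi replicate 2 held these 50 genes at a mean of 0.406%, against 16.2% in stele LPi replicate 1. A rise of these genes in the stele at low phosphate is argued against by the other LPi libraries, of which the higher held them at 0.151%. RNA or cells of the epidermis or lateral root cap in this library may account for it, although a sort on SHR::GFP should remove such cells. With genes ranked against all 4 other sorts, this library held epidermis genes at a median of 10.7% of their epidermis level. Lateral root cap genes ranked that way stood at 18.2% of their level in the lateral root cap sort.

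Regrouping the 6 libraries of a cell type gives 10 splits, too few for a share under 0.05. As many calls as the real split came from 10 splits in the epidermis (real 0, highest other 0), 10 in the cortex (real 0, highest other 382), 5 in the pericycle (real 1, highest other 1436), 10 in the stele (real 0, highest other 33) and 6 in the lateral root cap (real 6, highest other 50). The counts of 382, 1436, 33 and 50 point to structure among the samples other than phosphate; the split with 1436 set HPi replicate 1, LPi replicate 1 and LPi replicate 2 against the rest. In the epidermis and stele, taken as paired by number, the 4 splits that part all pairs, the real one included, called at most 0 genes. Splits that keep a pair together called up to 0 and 33. Of 60 drawn splits of all libraries, 60 gave as many genes in the joint test (real 0, highest other 210), 60 as many in all 5 cell types (real 0, highest other 0) and 15 as many list calls (real 8, highest other 12), so chance is not excluded for the number of list calls. Those draws did not keep the epidermis and stele pairs parted; of 60 that did, 3 gave as many list calls (highest other 11), a share of 0.05, which again does not exclude chance. For calls in those 2 cell types alone, a count defined after the results were seen, only the real split reached 5 (highest other 4), of which 4 ended without stele LPi replicate 1. Swapping labels within pairs gives few arrangements of these 2 cell types, and draws can repeat the real one, so this cannot exclude chance. With pairs parted, the joint test gave as many in 60 of 60 (highest other 59). Where the real count was 0, here and above, every split gives as many, so those shares cannot say anything about chance. For the number of genes that differ between the sorts at HPi, no drawn grouping reached the real count of any sort. The share was 1 in 40 for each, the smallest that these draws can give. The real grouping called 4420, 2831, 5061, 4411 and 5948 genes for epidermis, cortex, pericycle, stele and lateral root cap. The highest others were 1962, 1502, 2134, 446 and 2225. This shows that the sorts differ, not that each is the cell type its label names.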

How the results depend on the processing

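The fits without the 3 libraries with the fewest reads (pericycle LPi replicate 3, stele HPi replicate 1 and stele LPi replicate 1) and without the 2 near-identical epidermis libraries were chosen after the data were seen, as was the limit on which single genes were followed: a gene named in the report with an unadjusted p under 0.05 and at least 4 CPM in a group, a called gene, or AT4.

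DESeq2 called 2 genes in the epidermis, 23 in the cortex, 1498 in the pericycle, 29 in the stele, 158 in the lateral root cap and 42 in the joint test of cell types. With limma voom the counts were 2 in the cortex, 77 in the stele, 0 in the lateral root cap and 56 in the joint test. RLE size factors gave 889 in the pericycle; without pericycle LPi replicate 3 the pericycle counts were 4 with RLE size factors and 63 with DESeq2. The stricter filter gave 164 in the pericycle and 5 list calls. Each cell type fitted alone gave 0 genes in the pericycle and 0 in the lateral root cap, with 4 residual degrees of freedom in place of 20. With replicate number as a block, 1 gene was called in the lateral root cap, where each library correlated best with its own number (correlations of 0.0282 to 0.0486); the block changed no other count of genes, and of the list tests it added 2 calls to the 8, iron storage in the stele (adjusted p = 0.0335) and phosphatases and nucleases in the pericycle (0.0417), and changed no other. With an estimated correlation these had adjusted p = 0.352 and 0.845. Without the 3 libraries with the fewest reads the counts were 4 in the pericycle, 2 in the stele, 12 in the lateral root cap and 3 for the lists. The list calls fell to 0 with an estimated correlation and 0 with fry's directional test, both of which take the correlation among members from the data. Fry's test for changes in either direction called 1, the systemic list in the pericycle (adjusted p = 1.36e-05). Apart from the dependence on pericycle LPi replicate 3, the cause was not tested.

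Leaving out each library in turn gave 0 to 9 genes in the cortex (9 without HPi replicate 2), 0 to 1197 in the pericycle (1197 without LPi replicate 2), 0 to 1 in the stele (1 without HPi replicate 1), 0 to 112 in the lateral root cap (112 without HPi replicate 1), 0 to 2 in the joint test (2 without lateral root cap HPi replicate 1) and 4 to 9 list calls (4 without stele LPi replicate 1). For cell type identity the counts were 1489 to 3519 in the cortex (1489 without cortex HPi replicate 3), 2930 to 5768 in the pericycle (2930 without HPi replicate 2) and 2355 to 5413 in the stele (2355 without HPi replicate 2). A group with a library left out has 2, which lowers power, but many of these counts rose, and the cause was not tested. The epidermis count and the count in all 5 cell types stayed at 0, and identity counts of the epidermis and lateral root cap stayed within 1.5 times.

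Some single genes changed sign. With limma voom, which weights libraries, the pericycle log2 changes were -0.0187 for RNS2, -0.0717 for SQD2, -0.0173 for PDR2, -0.60 for PPCK2, -0.61 for ARF19, -0.12 for IAA18, -0.13 for LAX2, -0.17 for RS31 and -0.13 for RS2Z32, and in the stele -0.69 for PAP10 and -0.39 for SQD2. Without the 3 libraries with the fewest reads they were -0.16 for WRKY6, -0.88 for PPCK2, -0.55 for ARF19, -0.10 for RS31 and -0.0682 for RS2Z32 in the pericycle and -0.30 for SQD2 in the stele. Leaving out single libraries gave -0.16 to 2.09 for WRKY6, -0.88 to 2.11 for PPCK2, -0.55 to 3.06 for ARF19, -0.10 to 2.18 for RS31 and -0.0682 to 1.75 for RS2Z32, each lowest without pericycle LPi replicate 3. In the stele the ranges were -0.0612 to 3.72 for PAP10 and -0.83 to 2.69 for SQD2, both lowest without LPi replicate 1. One library thus made each of these last 7 positive. Of the others, without pericycle LPi replicate 3 RNS2 stood at 0.0747, PDR2 at 0.13, IAA18 at 0.0780, SQD2 at 0.35 and LAX2 at 0.78, each its lowest over left-out libraries.

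Over all alternatives, the followed genes kept their direction and side of the threshold in 690 cases, lost a call in 37, gained one in 58 and changed sign in 24. The 690 include genes that were not called and stayed uncalled, so they do not measure how stable the calls were. For the 8 called lists 260 cases kept their call and 52 lost it, and for the markers 2711 and 94. With the preset correlation, lists without a call gained one in 16 cases, among them iron storage in the stele with no filter (0.0485) and without stele HPi replicate 1 (0.0482), sulfate transport in the stele without HPi replicate 1 (0.00904) or LPi replicate 3 (0.01005), root hair growth in the stele without LPi replicate 3 (8.38e-05), and auxin transport in the cortex without HPi replicate 2 (0.00661). Calls were also gained by flavonoid synthesis in the epidermis without HPi replicate 3 (0.0147) or LPi replicate 1 (0.0291), and wounding in the epidermis without HPi replicate 1 (0.0250) or LPi replicate 3 (0.00910) and in the cortex without HPi replicate 3 (0.0120). Depth limited what could be seen: 3 counts correspond to 7.02 CPM in stele LPi replicate 1, the library with the fewest reads, and to 0.0509 CPM in stele LPi replicate 3.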

Other observations

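The average over cell types and the tests of AT4 and G3PP1 below were chosen after the results were seen; the levels at HPi use the planned comparison of cell types.

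At HPi the phosphate genes themselves differed between the sorts. The phosphate transporter gene PHT1;1 stood at 379 ± 77.6 CPM (n = 3) in the epidermis and 328 ± 7.62 CPM in the lateral root cap, against 3.58, 4.10 and 4.65 CPM in the cortex, pericycle and stele sorts (log2 difference from the other 4 of 5.01 in the epidermis and 4.75 in the lateral root cap, adjusted p = 0.000189 and 0.000384). SQD2 stood at 1590.2 CPM in the epidermis and 2335 CPM in the lateral root cap, against 10.7 to 38.2 CPM elsewhere, and PHT1;4 at 128 and 236 CPM against 5.69 to 17.9 CPM. SPX1 was higher in the lateral root cap (284 ± 127 CPM, log2 difference 2.404, SE 0.46, adjusted p = 0.000456). The noncoding RNA IPS1 was higher in the stele, at 32.3 ± 11.6 CPM (log2 difference 4.96, SE 0.65, adjusted p = 3.26e-06) against at most 1.31 CPM elsewhere, while its relative AT4 was higher in the cortex (192 ± 8.88 CPM, log2 difference 1.04) and lower in the pericycle (39.2 ± 15.7 CPM, log2 difference -1.83, SE 0.30, adjusted p = 7.66e-05). As lists, the membrane lipid genes were higher in the epidermis (adjusted p = 3.10e-05 with the preset correlation, adjusted p = 0.0818 with an estimated correlation) and in the lateral root cap (adjusted p = 1.13e-05, and 0.0818 with an estimated correlation), and lower in the cortex, pericycle and stele (adjusted p = 0.0286, 0.000287 and 0.0115, and 0.292, 0.126 and 0.213 with an estimated correlation).

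One hypothesis is that AT4 and G3PP1 respond to low phosphate in a way shared by several cell types. Averaged over the 5 cell types by edgeR, AT4 rose by a log2 change of 0.98 (SE 0.15, adjusted p = 0.00977), the 1 gene called, with 1711 at an unadjusted p under 0.05; G3PP1 did not pass (0.81, SE 0.16, adjusted p = 0.376). In a 2-sided permutation test with 100000 relabellings within cell types, the mean log2 change had p = 0.000800 for AT4, adjusted over the list alone, with higher means in 5 of 5 cell types, and p = 0.00330 for G3PP1, higher in 4 of 5. The relabellings did not keep the epidermis and stele pairs parted, so these 2 p-values leave the pairing out of account. Without the 3 libraries with the fewest reads, 2 genes were called, AT4 (log2 change 1.11, adjusted p = 0.000316) and G3PP1 (0.87, adjusted p = 0.0491), and without the 2 near-identical epidermis libraries the values were adjusted p = 0.00607 and 0.447. A mean over cell types can be raised by a few of them. The average and the permutation test therefore cannot tell a shared response from one in some cell types. The AT4 change given above was largest in the pericycle and smaller than its SE in the epidermis. The same libraries also raised the hypothesis. Of 60 drawn splits 7 called as many genes on average as the real 1 (highest other 196). With the epidermis and stele pairs parted it was 5 of 60 (highest other 20), so chance is not excluded for the number of calls. As a group the systemic list was higher on average (adjusted p = 6.81e-06 with the preset correlation, adjusted p = 0.0719 with an estimated correlation). Root hair growth was higher too (adjusted p = 0.00249, and 0.664 with an estimated correlation). Without the 3 libraries with the fewest reads the systemic list had adjusted p = 6.51e-05, and 0.165 with an estimated correlation. Root hair growth then had adjusted p = 0.568 with the preset correlation.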
